A study of Homo sapiens with 8 samples. Its data were reported in "Multiplexed capture of spatial configuration and temporal dynamics of locus-specific 3D chromatin by biotinylated dCas9" (2020).

How the data were processed

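CAPTURE-ChIP-seq maps where a catalytically inactive Cas9 (dCas9) sits on chromatin. The dCas9 used here carries a biotin tag at its C-terminus, so that the DNA it occupies is pulled down on streptavidin beads and sequenced. The assay was run in K562 cells, an established human erythroleukaemia line, with 3 kinds of guide RNA (sgRNA). The sgLCR pool targets the 5 hypersensitive sites (HS1 to HS5) of the β-globin locus control region (LCR), the sgSE pool targets the constituent enhancers of erythroid super-enhancers (SEs), and sgGal4 has no target in the human genome. There were 2 sgLCR, 2 sgSE and 4 sgGal4 samples, each with 1 peak list. Groups and replicate numbers were read from the sample titles.

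Per the study's methods, the authors aligned reads to hg19 with Bowtie2 at default settings and called peaks with MACS without model building. The MACS version and the control library are not stated. The deposited lists were called per sample and give a position and a score for each peak. The score is the authors' own value for each peak. The files do not state its scale. Its lowest value was about 50 in every list. It was used to rank and filter peaks within a list and was never compared between lists. The lists hold no read counts, so sequencing depth is unknown, and a longer list can reflect deeper sequencing. The methods state that peaks in blacklisted regions, in 1 repeat region and in 4 regions enriched with sgGal4 were removed. The deposited lists still held a peak in 4 or 5 of these 5 named regions each, so that filter had not been applied to them. The blacklist was not used here. The study's comparison of read numbers between samples needs reads and was not repeated.

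Peak coordinates were used as deposited, in hg19, and are given counting from 1. All peaks lay on chromosomes 1 to 22, X and Y and within the lengths of the GRCh37 reference, which is the same build. The intervals of the 807 targeted enhancers and the sgRNA spacers were taken from the study's design lists and served only as annotation. The SE that spans the LCR supplied the 5 LCR targets, and the remaining 802 enhancers of 156 SEs are called SE targets. The sgSE pool also has 12 sgRNA windows in the LCR targets. The lists gave 10 LCR spacers and 1860 SE sgRNA windows with 1844 distinct spacers, all of which matched GRCh37 exactly next to an NGG motif, the PAM that Cas9 requires. Genes came from GENCODE release 44 lifted to GRCh37.

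A target counted as recovered when a peak overlapped it by at least 1 bp. Peaks that overlapped no targeted enhancer are called off-target peaks. Chance recovery of SE targets was taken from 100 sets in which each target was moved by 200 to 2000 kb along its chromosome. Shares have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. Groups were compared by exact permutation of the lists. Two-sided p-values are 2 times the smaller tail. In this form a comparison of 2 lists with 4 cannot give a p-value under 0.133, so those comparisons cannot pass 0.05. All 8 lists were therefore also tested together over the 420 ways of assigning 2 sgLCR, 2 sgSE and 4 sgGal4 labels, one-sided. Its statistic was the share of SE targets recovered in sgSE lists minus that in the other lists, plus the share of LCR targets recovered in sgLCR lists minus that in sgGal4 lists. Overlap between lists was measured as the Jaccard index, the bp shared divided by the bp covered by either list. sgRNA matches were the 10 PAM-proximal bases of a spacer followed by NGG on either strand. They were compared by Fisher's exact test with sgGal4 regions given the same widths and with shifted intervals, and peaks are not independent replicates. Peaks for which no free place was found were left out of the shifted set.

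The sites named were fixed by rule. They are the 5 LCR targets, the 5 SE targets with the highest mean score percentile over both sgSE lists among those with a peak in both and in no sgGal4 list, the 5 off-target sites per pool ranked likewise among those in both replicates and no sgGal4 list, and the 5 sites ranked likewise among those in all 4 sgGal4 lists. The comparisons, their alternatives and this rule were chosen before the data were examined, except for alternatives named in the closing section as chosen later. The tests of explanations in the closing section were designed after the peak lists had been seen. The alternatives were a stricter overlap, higher scored peaks only, wider targets, sgRNA windows as targets, other numbers of top peaks, other match lengths, another overlap measure, a stricter sgGal4 set, pairing by replicate number and leaving out each list. Restricting the lists to the primary chromosomes removed nothing.

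The counting steps were tested on simulated lists. With 300 of the 802 SE targets planted per simulated sgSE list, 304 and 306 were counted as recovered. The extra ones were targets that overlap a planted one. Each planted peak was the target interval itself, so this checks the counting only. The sgRNA search found 500 of 500 planted matches with NGG and 0 of them with NCC. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1 and blastn 2.17.0.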

Results

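Genome-wide binding of biotinylated dCas9 was profiled in K562 cells by CAPTURE-ChIP-seq with LCR-targeting (sgLCR, n = 2), SE-targeting (sgSE, n = 2) or non-targeting (sgGal4, n = 4) sgRNAs. The sgLCR lists held 23310 and 17623 peaks covering 30.0 and 21.8 Mb. The sgSE lists held 3988 and 7575 peaks covering 3.52 and 9.04 Mb. The sgGal4 lists held 1008, 2858, 1111 and 2364 peaks covering 0.972, 2.97, 0.979 and 2.26 Mb. Sequencing depth is unknown for every list. Peak number averaged 20467 ± 4021 (SD, n = 2) with sgLCR, 5782 ± 2536 (SD, n = 2) with sgSE and 1835 ± 919 (SD, n = 4) with sgGal4. On the log2 scale the 4 targeting lists exceeded the 4 sgGal4 lists by 2.67, a 6.36-fold difference (exact two-sided permutation test, p = 0.0286, the smallest this design can give). The pool-wise differences were 12.2-fold for sgLCR and 3.31-fold for sgSE. Each gave an exact permutation p of 0.133, which is the smallest p this test can give for 2 lists against 4. Leaving out sgSE replicate 1 moved the difference between targeting and sgGal4 lists most, to 8.80-fold.

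The first question was whether dCas9 sits at the regions its sgRNAs were designed for. Both sgLCR lists had a peak on all 5 LCR targets, and none of the 4 sgGal4 lists had a peak on any of them (exact two-sided permutation test, p = 0.133). When only the 500 highest scored peaks of each list were kept, the difference fell to 4 targets because HS3 was lost. The targets lie on chromosome 11, and each of their peaks was centred in an annotated intron of HBE1 and HBG2. In sgLCR replicate 1 the peaks spanned 5296245 to 5297667 (HS1), 5301300 to 5303105 (HS2), 5305032 to 5307347 (HS3), 5308565 to 5310107 (HS4) and 5312033 to 5313366 (HS5). Each peak in both lists contained both protospacers of its site. The HS1 protospacers matched the minus strand at 5297006 to 5297025 (CAATAGGTATATGAGGAGAC) and 5297285 to 5297304 (TTGTGTAGAAACCAAGCGTG). The HS3 protospacers matched at 5305924 to 5305942 (AGAGATAGACCATGAGTAG) and 5306225 to 5306244 (AGGAATCATTCTGTGGATAA). With sgSE, whose pool also covers the LCR, replicate 1 had a peak on HS1 alone and replicate 2 on HS1 and HS2.

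By the authors' score the LCR targets were not the first peaks of either list. In sgLCR replicate 1, HS1 ranked 10, HS5 28, HS2 58, HS4 138 and HS3 876 among 23310 peaks. In sgLCR replicate 2, HS1 ranked 18, HS2 38, HS5 67, HS4 110 and HS3 5532 among 17623 peaks. The median rank was 58 in replicate 1 and 67 in replicate 2. Among peaks absent from every sgGal4 list, an alternative chosen after the data were seen, the median ranks were 25 and 24, HS1 ranked 1 and 5, and HS3 ranked 579 and 3599. The HS1 peak of sgSE ranked 865 in replicate 1 and 1314 in replicate 2.

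**Figure D1:**
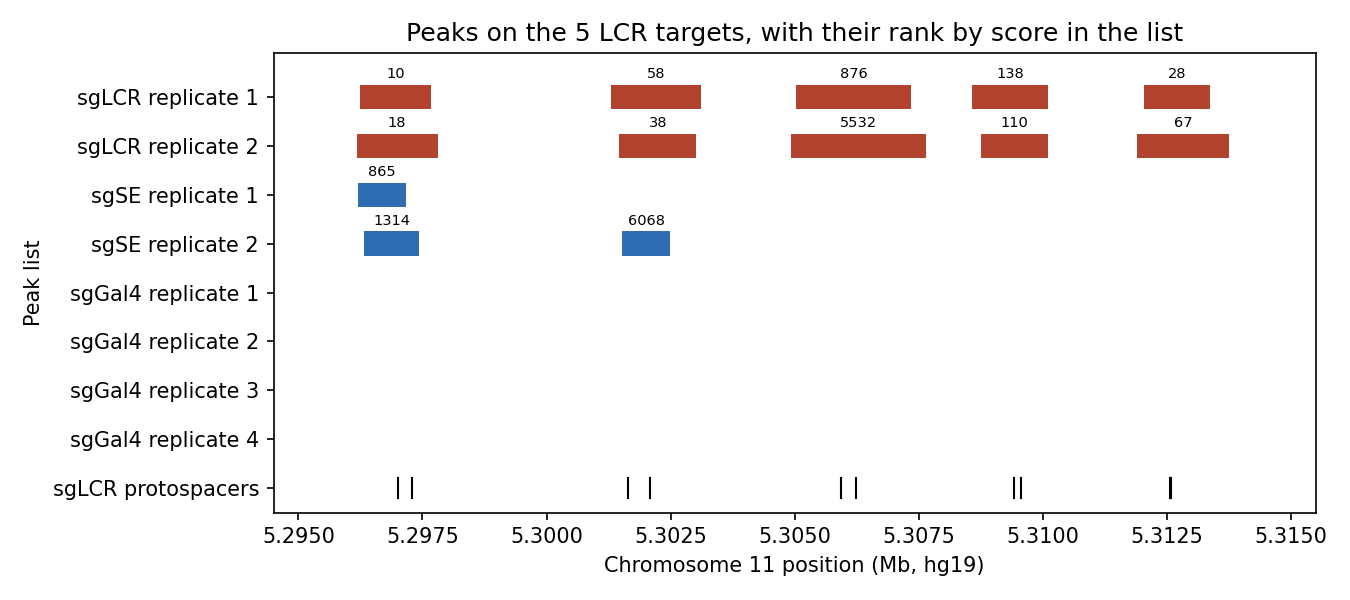
Peaks on the 5 LCR targets in each list (bars, chromosome 11 position in Mb, hg19), coloured by sgRNA group, with the rank of each peak by score above its bar and the 10 sgLCR protospacers as ticks on the lowest line. The 2 sgLCR lists have 5 peaks each and the sgGal4 lists have none.

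The same question was asked of the 802 SE targets. A peak was found on 348 (43.4%, 95% interval 39.9 to 46.9%) in sgSE replicate 1 and on 294 (36.7%, 33.3 to 40.1%) in replicate 2. The sgGal4 lists recovered 3, 5, 9 and 13 targets, between 0.374% and 1.62%. Recovery averaged 40.0% ± 4.76 (SD, n = 2) with sgSE and 0.935% ± 0.553 (SD, n = 4) with sgGal4, a difference of 39.1 percentage points (exact two-sided permutation test, p = 0.133). The sgLCR lists, which have no sgRNA for these targets, overlapped 277 (34.5%, 31.2 to 37.9%) and 205 (25.6%, 22.6 to 28.7%). Shifted targets were hit a median of 3 times in sgSE replicate 1, 10 in sgSE replicate 2, 30 in sgLCR replicate 1 and 23 in sgLCR replicate 2, and none of the 100 shifts reached the observed number in these 4 lists. The same was true of sgGal4 replicates 3 and 4, while 2 shifts did so in sgGal4 replicate 1 and 31 in replicate 2. The 500 highest scored peaks alone lowered the difference between sgSE and sgGal4 to 12.5 percentage points, the largest move of any alternative. Both sgSE lists shared 219 targets, against 128 expected if they were independent, and 423 targets (52.7%) had a peak in at least 1 of them. These lay in 146 of the 156 SEs. Among the 477 targets with no peak in either sgLCR list, sgSE recovered 37.7% (33.4 to 42.3%) and 24.5% (20.7 to 28.6%), and the sgGal4 lists between 0.419% and 1.26%.

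A fixed number of peaks per list makes the lists equally long, but it takes a smaller share of a longer list. The lists held from 1008 to 23310 peaks. In sgLCR replicates 1 and 2, peaks on SE targets had median score percentiles of 47.7 and 36.8. Most of them could therefore not enter the top 500 of these lists. Of the 500 highest scored peaks, 159 (31.8%, 27.7 to 36.1%) lay on an SE target in sgSE replicate 1 and 44 (8.80%, 6.47 to 11.6%) in replicate 2. In the sgLCR lists the numbers were 5 and 3, and in the sgGal4 lists 3, 1, 5 and 5. The mean difference between sgSE and sgGal4 was 19.6 percentage points (exact two-sided permutation test, p = 0.133). It was 8.10 without sgSE replicate 1 and 31.1 without sgSE replicate 2, so its size rested on which sgSE list was used.

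**Figure D2:**
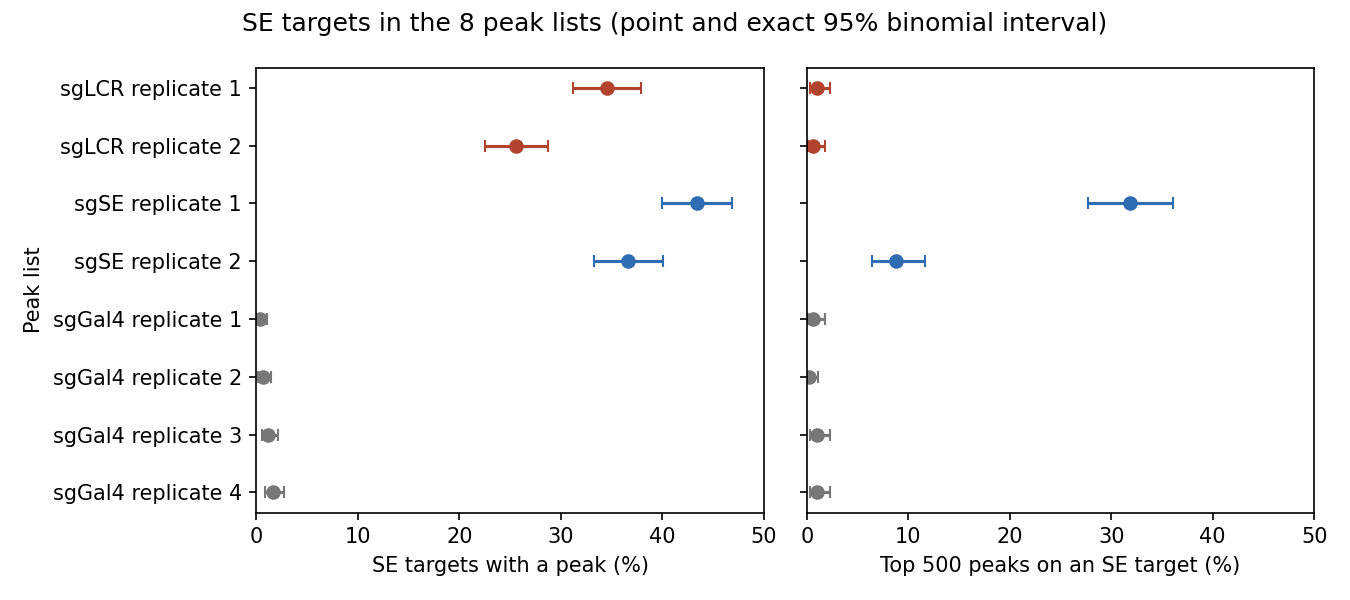
Share of the 802 SE targets with a peak (left, %) and share of the 500 highest scored peaks on an SE target (right, %) in each of the 8 lists, as points with exact 95% binomial intervals, coloured by sgRNA group. The sgLCR lists recover 34.5% and 25.6% of SE targets on the left but stay at 1% and 0.6% on the right, where the sgSE lists stand at 31.8% and 8.80%.

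When all 8 lists were tested together, the combined recovery statistic was 129 percentage points. No other arrangement of the 420 reached it (exact one-sided permutation test, p = 0.00238, the smallest possible). The LCR part alone singles out this arrangement. LCR targets recovered were 5 and 5 with sgLCR, 1 and 2 with sgSE and 0 in each sgGal4 list. This p-value is therefore no separate evidence for the recovery of SE targets. The p-value was the same under each of the 5 alternatives, with the statistic between 92.4 and 131.

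The 5 highest scored SE targets under the naming rule had peaks in both sgSE lists. The first, on chromosome 18 at 829296 to 830934, was intergenic, 17568 bp from YES1, with scores of 2184 and 412. One of the sgRNAs matching inside this peak has 84000 exact matches in the genome. The second, on chromosome 16 at 192822 to 194103, was centred in an intron of HBZ and lay within 1 kb of its transcription start site, with scores of 982 and 305. The third, on chromosome 6 at 147234794 to 147236397, lay in the non-coding gene STXBP5-AS1. The fourth, on chromosome 9 at 132249988 to 132251566, lay in LINC00963. The last, on chromosome 8 at 130585887 to 130587969, lay in CCDC26. The sites at HBZ, STXBP5-AS1 and LINC00963 also had a peak in at least 1 sgLCR list, although the sgLCR pool has no sgRNA for them.

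Replicate lists were then compared with lists of other groups. The mean Jaccard index was 0.221 within groups and 0.0917 between groups, a difference of 0.129 (exact one-sided permutation test over 420 arrangements, p = 0.00476). The sgLCR lists had an index of 0.467, and sgGal4 pairs ranged from 0.167 to 0.280. The sgSE lists had an index of only 0.0736. sgSE replicate 2 overlapped the sgLCR lists more, at 0.231 and 0.307. sgSE replicate 1 overlapped the sgGal4 lists at 0.0757 to 0.112. With the share of the shorter list in place of the Jaccard index, the difference changed sign to -0.0733 (exact one-sided permutation test, p = 0.819).

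**Figure D3:**
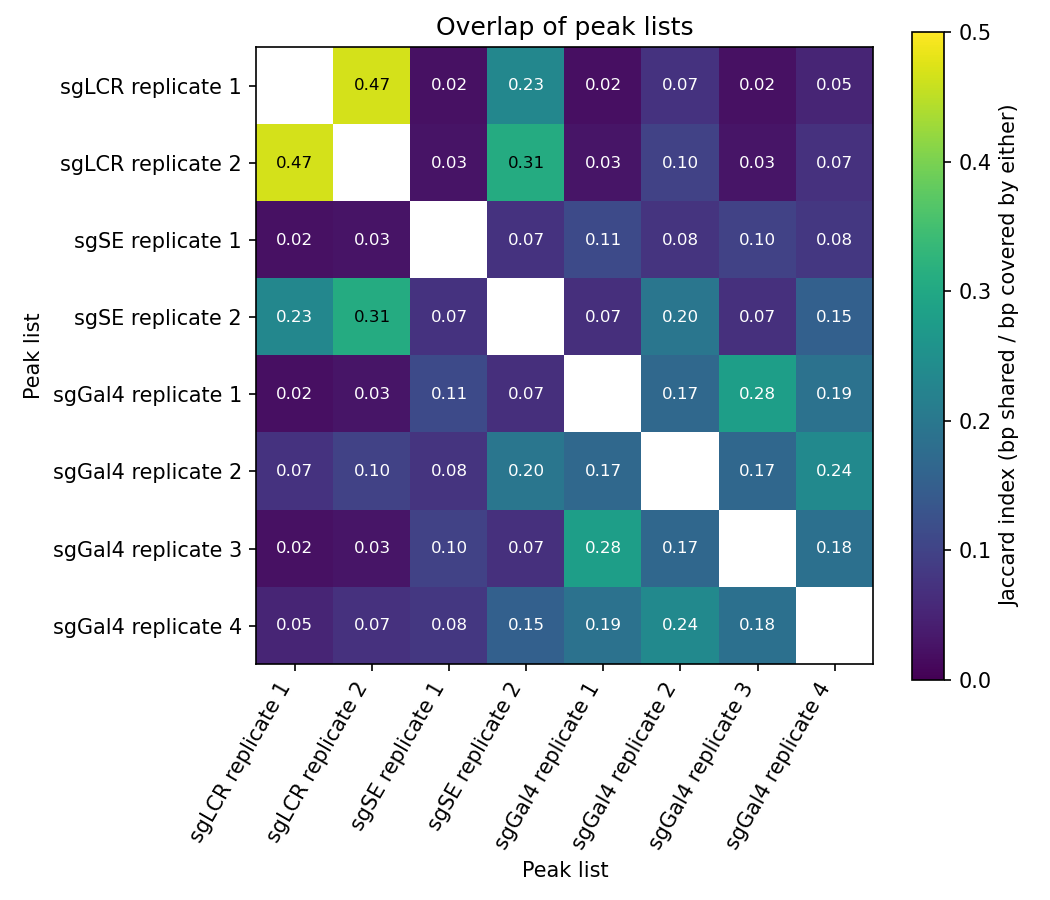
Jaccard index (bp shared divided by bp covered by either list) for each pair of the 8 peak lists, as colour and number. The sgLCR pair has the highest index, 0.467, and the sgSE pair, 0.0736, is lower than sgSE replicate 2 with either sgLCR list.

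Off-target peaks were compared with the sgGal4 background. Of the off-target peaks, 3214 of 23036 (14.0%, 13.5 to 14.4%) and 3260 of 17418 (18.7%, 18.1 to 19.3%) in the sgLCR lists overlapped a peak in at least 1 sgGal4 list. The shares were 13.6% (12.5 to 14.7%) in sgSE replicate 1 and 37.5% (36.4 to 38.6%) in sgSE replicate 2. Each sgGal4 list shared 64.0%, 43.8%, 64.9% and 49.0% with the union of the other 3, which is a smaller set. Requiring a peak in at least 2 sgGal4 lists lowered the sgSE replicate 2 share to 16.1%. All 8 lists shared 263 merged regions, and 334 were in all 4 sgGal4 lists. The 5 highest scored of the latter were found in all 8 lists. They lay on chromosome 1 at 156186098 to 156187075 (intron of PMF1), chromosome 20 at 26188392 to 26190650 (MIR663AHG, a region the study's methods list for removal), chromosome 1 at 91852391 to 91853317 (intron of HFM1), chromosome 17 at 31148915 to 31150040 (intron of MYO1D) and chromosome 8 at 70602135 to 70602760 (intron of SLCO5A1).

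Peaks present in both replicates of a pool and in no sgGal4 list and no list of the other pool numbered 7105 off-target peaks for sgLCR and 122 for sgSE. With only peaks at or above the median score of their list, the numbers were 3905 and 34. These peaks were searched for sequence like the sgRNAs of their pool. A PAM-proximal match of 10 bases with NGG was present in 224 of 7105 sgLCR peaks (3.15%, 2.76 to 3.59%), in 6 of 4962 sgGal4 regions of matched width (0.121%) and in 8 of 7100 shifted intervals (0.113%). Fisher's exact test gave p = 1.07e-43 against the sgGal4 regions. For sgSE, 119 of 122 peaks (97.5%, 93.0 to 99.5%) had a match, against 35 of 122 sgGal4 regions (28.7%) and 57 of 122 shifted intervals (46.7%), with a Fisher's exact p of 8.82e-33 against sgGal4. A match of 12 bases was present in 37 sgLCR peaks and in 92.6% of sgSE peaks. A match of 8 bases did not separate sgSE from sgGal4 regions, at 97.5% and 96.7% (Fisher's exact test, p = 1).

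The 5 highest scored off-target sites of sgLCR were absent from both sgSE lists and all sgGal4 lists. At each of them the longest PAM-proximal match was to the first HS3 sgRNA, over 10 to 14 of its 19 bases. They lay on chromosome 7 at 126341818 to 126343409 (intron of GRM8), chromosome 6 at 142942344 to 142943653, chromosome 2 at 8842538 to 8844025, chromosome 20 at 33886939 to 33888611 and chromosome 12 at 92578573 to 92579618 (BTG1-DT). Their mean score percentiles were between 99.90 and 99.92, at the level of HS1. For sgSE the 5 sites lay on chromosome 16 at 50501549 to 50502931, chromosome 7 at 71144625 to 71145901 (intron of GALNT17), chromosome 8 at 112409882 to 112410772, chromosome 6 at 43358256 to 43359322 and chromosome 1 at 144706611 to 144708439. The longest matches there were 12, 12, 19, 20 and 20 bases, and the last 2 sites also had a peak in at least 1 sgLCR list. The last site lay 273107 bp from the nearest targeted enhancer and held exact matches to 4 spacers of the pool. None of these 4 spacers has more than 2 exact matches in the genome. Peak lists cannot show whether reads from the targeted copy were placed at this site.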

Values the study reported

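The study reported pooling 10 sgRNAs over the 5 hypersensitive sites of the LCR. For the super-enhancers it reported 1870 sgRNAs covering 807 constituent enhancers in the top 157 SEs. In a separate chromatin interaction assay with the same pool, it reported high-confidence interactions at 753 of 807 (93.3%) enhancers.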

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

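The tests of list length and of the excess over shifted targets, the comparison of high with low scored targets, and the count of targets in neither sgSE list were chosen after the result was seen.

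Both sgLCR lists, whose sgRNAs do not target the SEs outside the LCR, had peaks on SE targets, 277 in replicate 1 and 205 in replicate 2, against 3 to 13 in the sgGal4 lists. This signal lies outside the comparison the sgLCR lists were made for. List length goes with it. With the 1008 highest scored peaks of each list, the length of the shortest list, the sgLCR lists recovered 7 and 6 SE targets against 1 to 9 in the sgGal4 lists, while the sgSE lists still recovered 224 and 72. The excess over shifted targets was 9.10-fold and 8.70-fold in the sgLCR lists, inside the sgGal4 range of 1.48-fold to 11.1-fold and below the 109-fold and 29.6-fold of the sgSE lists. The cut keeps only the top of a longer list, so it would also remove weak signal of another source. The sgGal4 range rests on 3 to 13 targets per list and is wide. A background of weak peaks common to all pools, which longer lists reach further into, could account for these overlaps. These tests cannot tell it from weak signal of another source. Deeper sequencing of the sgLCR samples could also give such overlaps, and depth is unknown.

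Reads carried over from the sgSE samples were weighed as another source. The tests of it pointed in different directions. Of the 200 highest scored off-target peaks of sgSE replicate 1 that are in no sgGal4 list, 34 were found in sgLCR replicate 1, against 4 of the 200 lowest scored (Fisher's exact test, p = 1.8e-07), as carry-over would give. The SE targets themselves showed no such gradient: sgLCR replicate 1 had 35 of the 87 targets with the highest sgSE replicate 1 scores and 31 of the 87 with the lowest (Fisher's exact test, p = 0.639). It also had 90 targets with no peak in either sgSE list, which argues against carry-over as the source of those. A small carry-over into the shared part stays open. No biological explanation was tested.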

How the results depend on the processing

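The alternatives that use peaks in no sgGal4 list, peaks away from transcription start sites, targets with no sgLCR peak, the regions named in the study's methods, counting on replicate 2, and all off-target peaks of 1 list were chosen after seeing the data.

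In the exact permutation test of all 8 lists p stayed at 0.00238 under its 5 alternatives, with the statistic from 92.4 to 131 percentage points. The difference in peak number between targeting and sgGal4 lists ranged from 4.89-fold to 8.80-fold across the 8 fits that each left out one list. In each of them the p-value was 0.0571, the smallest that 2 times the smaller tail can give for 4 lists against 3. No such fit could pass 0.05 in this form of the test, so the lost call says nothing about stability. The 12.2-fold and 3.31-fold differences of the separate pools ranged from 10.4-fold to 14.7-fold and from 2.40-fold to 4.57-fold across 6 such fits each.

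The LCR recovery difference was 4 targets with the 500 highest scored peaks and stayed at 5 under its other alternatives listed in the methods. With the 1008 highest scored peaks of each list, sgLCR replicate 2 recovered 4. The SE recovery difference fell to 28.9 percentage points with peaks at or above the median score, to 12.5 with the 500 highest scored peaks, where fewer peaks remain to hit a target, and to 30.2 over targets with no sgLCR peak, where the cause was not tested. It ranged from 35.7 to 42.5 across the fits without one list. The on-target share of the top peaks ranged from 8.10 to 31.1 percentage points across such fits, the extremes being those without sgSE replicate 1 and without sgSE replicate 2, and gave 26.0 and 28.4 with the 100 and 200 top peaks. The median LCR rank improved from 58 to 25 and from 67 to 24 among peaks in no sgGal4 list, where fewer peaks are ranked.

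Replicate overlap reversed to -0.0733 when measured as the share of the shorter list (p = 0.819, exact one-sided permutation test). By that measure 83.9% of sgSE replicate 2 but 18.2% of sgSE replicate 1 peaks overlapped sgLCR replicate 1, and 20.6% of sgSE replicate 1 peaks overlapped sgSE replicate 2. The cause was not tested. The Jaccard difference kept its call with peaks at or above the median score and with the 500 highest scored peaks. Across the 8 fits without one list the difference ranged from 0.0848 to 0.184. The 4 without a sgGal4 list gave p-values of 0.0381 to 0.0476 (exact one-sided permutation test). The others leave 1 list in a group and were not tested.

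The share of off-target peaks found with sgGal4 moved with the sgGal4 set and with the number of peaks. For sgLCR replicates 1 and 2 it was 5.19% and 6.82% with peaks in at least 2 sgGal4 lists and 23.6% and 27.2% with the 500 highest scored peaks of each list. For sgSE replicate 2 it was 16.1% and 56.8%, and for sgSE replicate 1 11.7% and 36.7%. The cause of the rise with the top 500 was not tested. Leaving out one sgGal4 list gave 9.02% to 13.5% and 12.02% to 18.1% for sgLCR, and 12.8% to 13.3% and 25.5% to 36.4% for sgSE. Peaks specific to a pool fell from 7105 to 3905 and 137 for sgLCR and from 122 to 34 and 5 for sgSE with peaks at or above the median score and with the top 500, as fewer peaks entered.

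The share of sgSE-specific peaks with an sgRNA match lost its call with 8 bases (97.5%, Fisher's exact test p = 1), where 96.7% of sgGal4 regions also matched, so the measure was saturated. Over all off-target peaks of 1 list the matched share was 1.31% and 1.65% for sgLCR and 83.6% and 46.2% for sgSE, and the cause was not tested.

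With the replicate block, in which lists 1 and 2 of each group are paired and sgGal4 replicates 3 and 4 are left out, the differences were 11.9-fold and 3.24-fold in peak number, 5 LCR targets, 39.5 percentage points in SE recovery and 19.9 in the top-peak share. The block changed none of these results by more than the spread between replicates. The other results, including the test of all lists together and the replicate overlap, were not run with it. Same-numbered lists had correlations of their deviations from the group means from 0.0536 to 0.196 over merged regions, and the labels name no shared batch, so the numbers were not taken to pair the samples. A shared batch is not excluded by this. Restricting to the primary chromosomes removed no peak and gives no separate values. Depth is unknown, which limits every comparison of list length and of recovery over whole lists.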

Other observations

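The tests of exact copies, of a wrong label, of a single sgRNA and of ribosomal or mitochondrial copies were chosen after the result was seen, as was the 95% identity used in the last. The test of a few sgRNAs was revised after earlier versions had been seen. The first picked and measured the seeds on the same peaks, and the next compared excesses over different sgGal4 levels. The comparison of copies with and without NGG was added last.

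The 2 sgSE lists differed in several measures. Besides the on-target share of top peaks, 3.59% (3.03 to 4.21%) of peaks in replicate 1 and 62.3% (61.2 to 63.4%) in replicate 2 lay within 1 kb of a protein-coding transcription start site, against 24.3% to 56.4% in the sgGal4 lists. This share was also higher in replicate 2 than in replicate 1 with sgLCR (45.4% and 33.6%), and it was 56.4% and 49.2% in sgGal4 replicates 2 and 4 against 24.3% and 28.9% in replicates 1 and 3. sgSE replicate 1 had its higher Jaccard indices with sgGal4 replicates 1 and 3 (0.112 and 0.0995, against 0.0757 and 0.0809), and sgSE replicate 2 with sgGal4 replicates 2 and 4 (0.196 and 0.153, against 0.0667 and 0.0687), which are also the longer sgGal4 lists. A wrong label for replicate 2, as an sgGal4 sample, is argued against by the targets with no sgLCR peak, of which it recovered 24.5% against at most 1.26% in the sgGal4 lists. Reads from the sgLCR samples are argued against by a subset of 71 sgLCR off-target regions that carry an sgRNA match and are in both sgLCR lists. sgSE replicate 2 had 3 of these 71 and the sgGal4 lists 0. Over all off-target peaks, 7 (0.0961%) of sgSE replicate 2 had an sgLCR match, against 0% to 0.0995% in the sgGal4 lists. The sgLCR lists had 1.31% and 1.65%. Peaks near transcription start sites do not account for most of the difference in the on-target share of top peaks. It was 17.2 percentage points without them, against 23 with them. The other measures were not repeated without these peaks. A batch shared across groups, depth, sgRNA representation in the pool and the control used for peak calling stay open, and no biological explanation was tested.

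Much of what sgSE replicate 1 holds outside its targets may be binding directed by the sgRNAs. Of its 3647 off-target peaks, 83.6% (82.3 to 84.8%) had a 10-base match to the pool with NGG, against a mean of 32.4% in the sgGal4 lists, a ratio of 2.58. The sgLCR lists, which have no sgRNA of this pool, had 48.5% and 46.2%, so the 46.2% of sgSE replicate 2 was no excess over them. With NCC in place of NGG the ratio of replicate 1 to sgGal4 was 0.826, which argues against base composition alone. Repeats drawn in whatever their PAM were tested with copies of the 162 spacers that have more than 1 exact match, keeping copies at least 2 kb from any other copy with NGG. Of these, 52 of 31853 with no NGG (0.163%) lay under an off-target peak of replicate 1, against 1091 of 102012 with NGG (1.07%). The 52 are 14.8% (11.1 to 19.5%) of the 350 expected from copies with NGG, which was not set from their pooled rate. These values argue against repeats alone. Exact copies of whole spacers are part of it. The pool's spacers have 165044 exact matches with NGG outside every targeted enhancer, 1 spacer has 84000, and the 10 most frequent spacers give 93.7% of all exact matches. An exact copy lay in 46.6% (45.0 to 48.2%) of the off-target peaks of sgSE replicate 1, in 5.50% of replicate 2, in 5.34% and 4.36% of the sgLCR lists and in 1.49% to 2.39% of the sgGal4 lists. The excess is therefore in replicate 1. A few sgRNAs may account for much of the excess. On odd chromosomes, 10 seeds picked on even chromosomes were present in 71.0% of these peaks against 7.55% in sgGal4. Among peaks with none of the 10 seeds the excess of matched peaks over sgGal4 was 17.0 percentage points (45.7% against 28.6%), and among all peaks 50.2. The hypothesis that sgRNAs with repeated target sequence draw dCas9 to their copies is consistent with these values, although only 2080 of the exact matches outside targets carried a peak in replicate 1. It was found and tested on the same lists.

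In the sgLCR lists, 54 and 50 of the 500 highest scored off-target peaks had a 10-base match to 1 of the 10 sgRNAs, and none of the top 500 did in any sgSE or sgGal4 list. With NCC in place of NGG, 0 such peaks of both sgLCR lists had a match, which argues against base composition. Of the copies of the 10-base seeds, 17 of 91230 with no NGG (0.0186%) lay under such a peak, against 101 of 7084 with NGG (1.43%). The 17 are 0.907% (0.528 to 1.45%) of the 1875 expected from copies with NGG, which was not set from their pooled rate. These values argue against repeats drawn in whatever their PAM. The first HS3 sgRNA gave 64.4% of the matches and the first HS5 sgRNA 25.0%. None of the 10 spacers has a second exact match in the genome, so these sites are partial matches. HS3 itself was the lowest ranked LCR target in both lists. A candidate explanation is that this sgRNA spreads dCas9 over many partial matches, which was not tested separately from how well it binds HS3.

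The 263 regions found in all 8 lists were compared with ribosomal and mitochondrial sequence as a source of recurrent peaks. At 95% identity over at least 100 bp, 7.98% aligned to the mitochondrial genome or to GL000220.1, the reference contig taken here to hold rRNA genes, against 2 shifted regions. At 80% identity, the threshold tried first, 104 regions and 120 shifted regions aligned, so that setting does not tell them apart. Copies of at least 95% identity could explain only a small part of the common regions. More diverged copies could not be assessed. Of the 263 regions, 8 (3.04%) lay near a transcription start site.

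SE targets with a peak in at least 1 sgSE list made up 52.7% of targets here. That is lower than the share of enhancers with interactions quoted from the study above, which is a different measure from another assay. For CAPTURE-ChIP-seq itself, the study described the large majority of targeted enhancers as significantly enriched with sgSE relative to sgGal4. That statement rests on read counts, which were not compared here. Having a called peak is a different measure from such enrichment.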
